A study of Escherichia coli K-12 with 4 samples. Its data were reported in "Binding of the RNA Chaperone Hfq on Target mRNAs Promotes the Small RNA RyhB-Induced Degradation in Escherichia coli" (2021).

How the data were processed

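The data were 4 RNA sequencing libraries of MS2 affinity purifications from E. coli, per the labels MG1655 without hfq and ryhB and per the methods a derivative of MG1655 lacX74, 2 with MS2-RyhB and 2 with untagged RyhB as the control. Groups and replicate numbers were taken from the submitters' labels. Per the labels and the methods, cells were grown in LB, RNA bound to MS2-MBP was washed with 8 mL of buffer per the labels (the methods give a smaller volume) and treated with DNase, libraries were made with a ScriptSeq kit and sequenced on a MiSeq. The submitters' processing notes name bcl2fastq and Bowtie, and the methods name Galaxy and the UCSC Microbial Genome Browser. Their versions, the genome build and the treatment of reads that map to several places are not given in the sources used here.

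The authors deposited 1 table per repeat, with the FPKM of 1 tagged and 1 untagged library (fragments per kilobase of region, scaled to the library's mapped reads) and the ratio of both. The deposited ratio equalled the quotient of both FPKM values in every row (tolerance 1e-06 of the value), so ratios were computed from the FPKM. Rows are genes and intergenic regions, with 7670 rows in repeat 1 and 7928 in repeat 2, none at 0 in either library. A row missing from a table may thus have been at 0 in 1 of its libraries. The 7566 rows in both tables were compared, and the 104 and 362 rows in a single table were not. Gene names were matched to RefSeq assembly ASM584v2, which served only for names, biotypes, lengths, neighbours and the distance from the replication origin. Of all rows, 4435 matched a gene symbol, 22 further gene rows did not, and 3575 were intergenic. Because no build is stated, no coordinates are given.

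FPKM values are not counts, so no count model was the main test. Multiplied by region length minus 1 nt, 97.6%, 97.4%, 97.7% and 97.3% of values under 500 reads (MS2-RyhB replicates 1 and 2, then RyhB replicates 1 and 2) were whole multiples of 1 step per library within 0.05, which gives the mapped reads per library and the reads behind each value. Reads recovered in this way (7692 rows) were used for intervals, read filters and alternative tests. Intergenic regions of 20 nt or less (601 rows) can have a high FPKM from few reads. In repeat 2, 35 rows over 20 nt, among them lacZ, lacI and araA, had values within 0.002 of whole reads over a length of 1 base, so their FPKM is not comparable with other rows, although their ratio is. Reads of rRNA genes summed to 1.20, 1.08, 1.41 and 1.07 times the mapped reads in the same order, so reads of repeated rRNA genes were counted more than once. Whether counting used strand is not stated, so overlapping and antisense genes cannot be separated.

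The groups were compared with limma 3.58.1 (R 4.3.3; lmFit and eBayes with a trend) on log2(FPKM + 1), with group as the only term, on the 7399 rows (4248 genes, 3151 intergenic) with 1 FPKM or more in at least 2 libraries. This filter was chosen after the files were seen. Fold changes on this scale understate the change of rows with low values. Adjusted p-values are Benjamini-Hochberg values over all rows tested, with a threshold of 0.05. The design had foreseen a count test for count tables and limma for FPKM, and the latter applied. Gene lists (17, fixed before the data were examined) were tested over gene rows with limma's camera at a preset correlation of 0.01, adjusted over the 13 lists with 5 or more measured members, and with an estimated correlation and fry as alternatives. The leuZ tRNA locus, deleted loci, housekeeping RNAs and the bait had fewer members. Medians of lists were also set against 10000 random lists matched on mean FPKM in 20 bins, except for ribosomal RNAs, where 14 of 22 members lay above every other gene. Ratios per repeat have 95% exact conditional (Clopper-Pearson) intervals from recovered reads. Intervals cover counting error only, since amplified reads are not independent molecules.

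Genes named in the text were chosen by a rule fixed before the data were examined: genes of the study's text, the bait and deleted hfq and lacZ, targets past the threshold, the members with the smallest p of each list, and, since fewer than 12 passed, the 12 with the largest rise and the 6 with the largest fall in the smaller change of the 2 repeats, at 5 FPKM or more in both libraries of the higher group. The last part was applied to genes and, separately, to intergenic regions. Regions next to named genes, members of lists beyond 2 and genes of the target list that did not pass were added after their values were seen.

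The test was run on simulated tables of 7083 regions, drawn around the real means, with 200 regions changed. Each region was given the spread of a real region, drawn at random in each library without regard to abundance. Counting noise was then added. The real spread already holds counting noise, so these tables are noisier than the real ones. Limma recovered 0 of 100 regions changed 4-fold and 1 of 100 changed 16-fold with 1 false call, and gave the right sign for 97 and 100 of them. With counting noise alone it recovered 21 and 78 of 100. An exact Poisson test without a dispersion, as in the authors' use of edgeR, called 34.0% of the unchanged regions in the noisier tables. Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9 was used for tables, exact tests and figures.

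Alternatives were quantile normalization, scaling without rRNA and tRNA rows, no filter and a stricter filter (5 FPKM), pseudocounts of 0.1 and 5, a replicate block, leaving out each library, the exact Poisson test on recovered reads, and for lists other set tests and members. Chosen after seeing the data were limma voom on recovered reads, a filter of 10 reads in at least 2 libraries, subtraction of each library's floor, leaving out the 1-base rows, and the replicate block with quantile normalization.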

Results

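RNAs that co-purified with RyhB, a small RNA made by Escherichia coli when iron is scarce, were measured in cells without the RNA chaperone Hfq and without their own ryhB gene. RyhB was expressed from an arabinose promoter (0.1% arabinose for 10 min, OD600 of 0.5, 100 mL of culture) either with an MS2 aptamer tag (MS2-RyhB, 2 libraries) or without it (RyhB, 2 libraries). An MS2 coat protein fused to maltose-binding protein held on amylose resin retains tagged RNA and what is bound to it, so the untagged pull-down measures the background of the purification. The question was which RNAs are retained with the tagged RyhB in the absence of Hfq. Each repeat set 1 tagged beside 1 untagged library, and the values were FPKM of annotated genes and of the intergenic regions between them, which are named here by both flanking genes (mepH_sodB lies between mepH and sodB). Nothing in the labels says that the replicates came from separate cultures, so p-values measure the spread between these libraries, which may be technical.

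The depth recovered from the values, in units of 1e+06 mapped reads, was 8.34 and 8.46 in MS2-RyhB replicates 1 and 2, and 6.75 and 7.78 in RyhB replicates 1 and 2. Protein-coding genes took 3.22%, 3.14%, 3.49% and 3.24% of these reads in the same order, and a median gene held 14, 20, 12 and 38 reads. RyhB replicate 2 stood apart from the other libraries. Its median FPKM over the 7566 rows listed in both tables was 8.86, against 3.34 and 4.45 in the tagged libraries and 3.50 in RyhB replicate 1, and its 5th percentile was 2.82, against 0.569, 1.07 and 0.631. The log2 values of the tagged replicates correlated with r = 0.93 across rows, and those of the untagged replicates with r = 0.85, while MS2-RyhB and RyhB correlated with r = 0.945 in repeat 1 and 0.896 in repeat 2 (rows are not independent replicates). The median tagged over untagged ratio was therefore 0.910 in repeat 1 and 0.496 in repeat 2. In repeat 2 it also depended on abundance, from 0.425 for genes with a mean below 5 FPKM in the other 3 libraries to 2.21 for genes above 100 FPKM, while in repeat 1 the same groups gave 0.889 and 0.952.

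**Figure D1:**
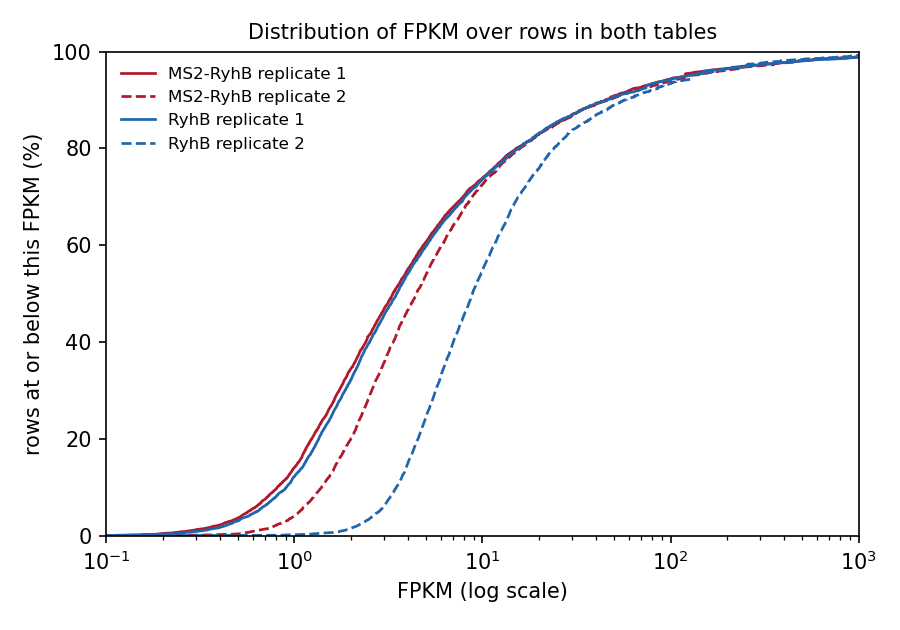
Cumulative percentage of the 7566 rows listed in both tables (vertical axis) against FPKM on a log scale (horizontal axis), 1 line per library. RyhB replicate 2 is shifted to higher FPKM over the lower part of the range, with a median of 8.86 against 3.34, 4.45 and 3.50 in the other libraries.

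The bait itself had few reads where it was listed. The ryhB row was listed only in repeat 2, with 1.33 FPKM in MS2-RyhB and 2.89 FPKM in RyhB, which correspond to 1 and 2 reads. The deleted hfq gene, which codes for the chaperone, held 7 and 3 reads in the tagged and 2 and 4 reads in the untagged libraries (log2 change 0.31 ± 0.80 SE, n = 2 per group, limma adjusted p = 0.99, and its sign turned without MS2-RyhB replicate 1). The lacZ row, which codes for beta-galactosidase, held 4 and 5 reads in repeat 1 and 3 and 1 reads in repeat 2, so its 355 FPKM in MS2-RyhB replicate 2 stands for 3 reads. Of the 8 genes listed as deleted loci, which include the lac and ara genes, 4 passed the filter on low values. None of these had a ratio above 1 in both repeats. Besides hfq they were lacZ, lacI and araA, which passed only through the 1-base length in repeat 2. Their ratios rest on 1 to 7 reads per library and say little. With 1 tagged and 2 untagged reads, the bait was not higher in the tagged library of repeat 2. The labels could not be checked on it.

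Among rows with 10 or more reads in both tagged libraries, some had a tagged over untagged ratio of 4 or more in both repeats. They were the genes msrB, yeaC, sodB and cysT, gaps beside msrB, sodB, bfr, cysT and cydA, and the gap between nuoG and nuoF. None of them passed the test over all rows without a replicate block. The mRNA of msrB, a methionine sulfoxide reductase, had 167 ± 10.6 FPKM with MS2-RyhB and 13.7 ± 13.2 FPKM with RyhB (SD, n = 2). That of sodB, the iron superoxide dismutase and the best known RyhB target, had 550 ± 6.98 and 92.5 ± 59.2 FPKM. That of bfr, bacterioferritin, had 55.2 ± 3.89 and 8.01 ± 7.37 FPKM. For these 3 genes the tagged libraries lay close together, and most of the spread came from the untagged ones.

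Without a replicate block, no row passed the test over all rows, and calls with a block are given below. Limma on log2(FPKM + 1) with the 2 groups as the only term called 0 of 7399 rows higher and 0 lower at an adjusted p under 0.05, with 38 higher and 106 lower at an unadjusted p under 0.05, where chance alone gives about 370. The smallest adjusted p was 0.307, shared by yeaC_msrB, msrB, nuoG_nuoF, mepH_sodB and bfr_bfd. Their log2 changes were 3.69 ± 0.70, 3.89 ± 0.78, 3.59 ± 0.74, 3.27 ± 0.69 and 4.02 ± 0.84 (SE). Leaving out the 1-base rows of repeat 2 was chosen after seeing the data. Limma then gave a smallest adjusted p of 0.0995 and called 0 rows. In simulated tables limma recovered 0 of 100 rows changed 4-fold and 1 of 100 changed 16-fold. Their spread exceeded that of these libraries, because counting noise entered it again, and it was drawn without regard to abundance. Even with counting noise alone limma recovered 21 of 100 rows changed 4-fold, so power for such changes is low over rows drawn at random. Power for well-read rows such as sodB was not assessed separately. The exact Poisson test on recovered reads, which ignores the spread between repeats, called 394 higher and 2680 lower. With settings chosen after seeing the data, limma restricted to rows with 10 or more reads in at least 2 libraries called 7 higher (yeaC_msrB, msrB, yeaC, nuoG_nuoF, mepH_sodB, bfr_bfd and leuZ_cysT) and 0 lower, and limma voom on recovered reads called 2 higher (msrB and mepH_sodB) and 0 lower. The median log2 change over all rows was -0.41, and quantile normalization, which brought it to -0.0033, called 0 rows.

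The repeats agreed on the strongest rows more often than independent repeats would. Of 3499 rows with 10 or more reads in both tagged libraries, 66 had a ratio of 4 or more in repeat 1 and 53 in repeat 2, and 11 had it in both. That filter favours high tagged values in both repeats. With a filter of 20 or more reads per repeat, tagged and untagged together, chosen after this result was seen, 10 of 3466 rows had it in both, against 0.802 expected and at most 6 in 10000 shuffles within 20 bins of total reads (neighbouring rows not being independent). Among the 11 rows, 4 were genes, namely msrB, yeaC, cysT and sodB, and the gaps were yeaC_msrB, nuoG_nuoF, mepH_sodB, bfr_bfd, mngB_cydA, cysT_glyW and leuZ_cysT. At a ratio of 2 or more, 42 rows were shared with the first filter, and with the second 36, against 12.2 expected and at most 26 in the shuffles. Across all rows in both tables the log2 ratios of the repeats correlated with only r = 0.094.

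**Figure D2:**
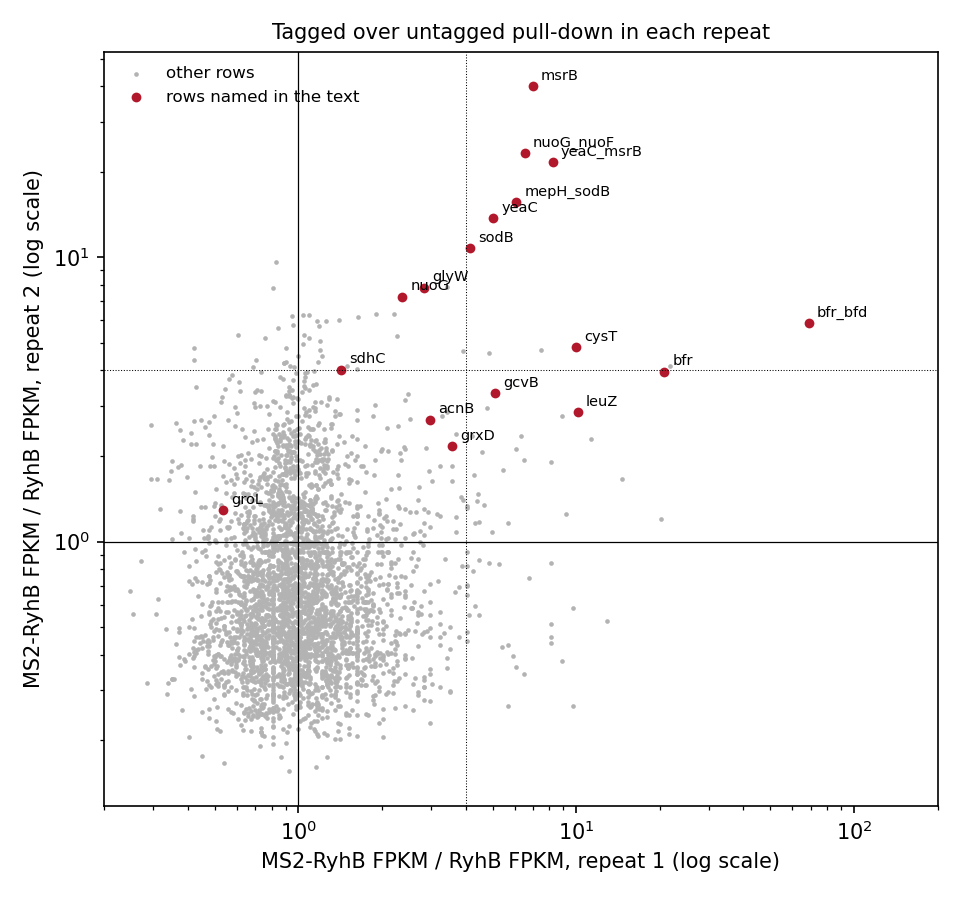
Ratio of MS2-RyhB to RyhB FPKM in repeat 1 (horizontal axis) and repeat 2 (vertical axis), both on log scales, for the 3499 rows with 10 or more reads in both tagged libraries. Grey points are rows, red points are rows named in the text, solid lines mark a ratio of 1 and dotted lines a ratio of 4. The 11 rows beyond both dotted lines include msrB, sodB, yeaC and cysT.

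Established RyhB targets, a list fixed before the data were examined, were found more with MS2-RyhB than other genes were. Of its 32 members, 16 had a ratio above 1 in both repeats, 3 had one below 1 in both, and 13 went opposite ways. Past the threshold in limma without a replicate block, 0 members rose over all rows tested. Adjusted over the list alone, 3 rose by limma, msrB (adjusted p = 0.00437), sodB (0.0164) and bfr (0.0164). The study named sodB, msrB and grxD from these samples, so for them the count over the list is not independent evidence. As a set the list was higher than other genes by camera with a preset correlation of 0.01 (adjusted p = 2.04e-28), also without sodB, sdhC, msrB and grxD (adjusted p = 5.80e-14). With an estimated correlation the call was lost (p = 0.0119, adjusted p = 0.154). Its median ratio was 1.42 in repeat 1 and 1.05 in repeat 2, at percentiles 100 and 99 of 10000 random lists matched on mean FPKM.

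Within that list the ratios differed in size between repeats. For msrB the tagged over untagged ratio was 6.97 (95% exact interval 5.37 to 9.17) in repeat 1 and 40.2 (23.8 to 73.9) in repeat 2, where 64 and 14 untagged reads lay behind it. For sodB it was 4.13 (3.76 to 4.54) and 10.8 (9.40 to 12.4), and for bfr 20.7 (10.7 to 45.8) and 3.96 (2.89 to 5.52), from 9 and 49 untagged reads. These intervals cover counting error only. In RyhB replicate 2, msrB had 4.36 FPKM, near that library's floor (median of 4.32 FPKM over the regions with the lowest means). Its untagged value there cannot be told from the floor. The aconitase mRNA acnB gave 2.97 and 2.69 (log2 change 1.39 ± 0.71, SE), and grxD, a monothiol glutaredoxin, 3.57 and 2.17 from 12 and 25 untagged reads (1.35 ± 0.71). The succinate dehydrogenase mRNA sdhC gave 1.42 and 4.03 (1.25 ± 0.77), with 1.38 and 2.21 for sdhD, 1.55 and 1.65 for sdhA and 1.16 and 0.829 for sdhB. Ferritin ftnA gave 0.808 and 7.79, and catalase katG 1.18 and 5.75. The iscS, iscU and iscA mRNAs of iron-sulfur cluster assembly gave 2.29, 2.59 and 4.10 in repeat 1 and 0.868, 1.07 and 0.552 in repeat 2. Below 1 in both repeats were sodA, the manganese superoxide dismutase gene (0.674 and 0.215), cirA (0.971 and 0.301) and marA (0.708 and 0.767). None of acnB, grxD, sdhC, ftnA, katG, the isc genes, sodA, cirA or marA passed adjusted over the list alone.

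The number of targets past the threshold over the list alone changed when 1 library was left out, which leaves that group with 1 library and less power. It was 0 without MS2-RyhB replicate 1 and 0 without MS2-RyhB replicate 2, 3 without RyhB replicate 1 (ftnA, msrB and sodB) and 2 without RyhB replicate 2 (bfr and msrB). The log2 changes themselves stayed above 0 in every alternative, from 2.81 to 5.11 for msrB, 2.03 to 3.42 for sodB and 1.98 to 3.88 for bfr.

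Gaps beside the target genes differed in their ratios. The mepH_sodB region of 127 nt had ratios of 6.08 and 15.7, and sodB_ydhP on the other side of sodB had 3.44 and 7.85. The 41 nt between yeaC and msrB gave 8.23 and 21.6, while msrB_gapA on the other side of msrB gave 1.02 and 0.971. The gene yeaC, which neighbours msrB, had 116 ± 10.0 FPKM with MS2-RyhB and 15.4 ± 9.06 FPKM with RyhB, with ratios of 5.02 and 13.8. Beside acnB, yacH_acnB gave 3.91 and 4.67. The bfr_bfd region gave 68.8 and 5.86, the first from 1 untagged read (exact interval 12 to 2748), while gspO_bfr on the other side of bfr gave 2.83 and 0.675. Beside grxD, grxD_mepH gave 0.755 and 0.237 and lhr_grxD 1.35 and 0.736, and gltA_sdhC beside sdhC gave 1.70 and 1.85.

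The tRNA genes glyW, cysT and leuZ, which lie in 1 transcript and whose trailing spacer is known to pair with RyhB, all had ratios above 2 in both repeats. Ratios were 2.83 and 7.82 for glyW, 9.98 and 4.83 for cysT, and 10.1 and 2.86 for leuZ. They rested on 2 to 9 untagged reads per library. The spacers gave 4.85 and 4.60 for cysT_glyW and 21.8 and 4.14 for leuZ_cysT, the first value of the latter from 1 untagged read, and yecA_leuZ, the 195 nt on the far side of leuZ, chosen after its values were seen, gave 3.58 (1.55 to 9.64) and 1.84 (0.785 to 4.65). All 3 genes passed adjusted over the list alone in limma, which is not independent evidence, as the study named this locus from these samples. None passed over all rows.

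The 12 genes with the highest value of the smaller ratio were msrB, yeaC, cysT, sodB, bfr, gcvB, leuZ, glyW, dedD, acnB, ynfB and sdhE. They were ranked among genes of 5 FPKM or more in both tagged libraries. Each is unproven over all rows in the fit without a replicate block. The small RNA gcvB, a regulator of amino acid uptake, had 348 ± 18.1 FPKM with MS2-RyhB and 85.9 ± 21.3 FPKM with RyhB, with ratios of 5.09 (4.11 to 6.37) and 3.32 (2.78 to 3.98). Ratios were 3.28 and 2.76 for dedD, 2.43 and 3.15 for ynfB, and 3.70 and 2.38 for sdhE, an assembly factor of succinate dehydrogenase. The same rule for intergenic regions gave, besides those above, mngB_cydA (7.48 and 4.72), beside the cytochrome bd oxidase gene cydA, and yeaO_yoaF, yggS_yggT, ynfE_ynfF and yicN_yicO, each with 1 untagged read in repeat 1. In repeat 2 yeaO_yoaF also had 1 untagged read. The repeat 2 values of yggS_yggT (17 nt, 591 and 128 FPKM) equal those of cobC_nadD, a 1-base row with 5 tagged and 1 untagged read. Reads of yggS_yggT in repeat 2 are therefore uncertain. The nuoG_nuoF region between 2 genes of NADH dehydrogenase I gave 6.52 (4.60 to 9.49) and 23.3 (12.8 to 47.1), and its flanks gave 2.36 and 7.27 for nuoG and 2.21 and 6.33 for nuoF. In RyhB replicate 2, nuoG (4.43 FPKM), dedD (3.69) and glyW (3.43) lay near or below that library's floor of 4.32 FPKM.

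**Figure D3:**
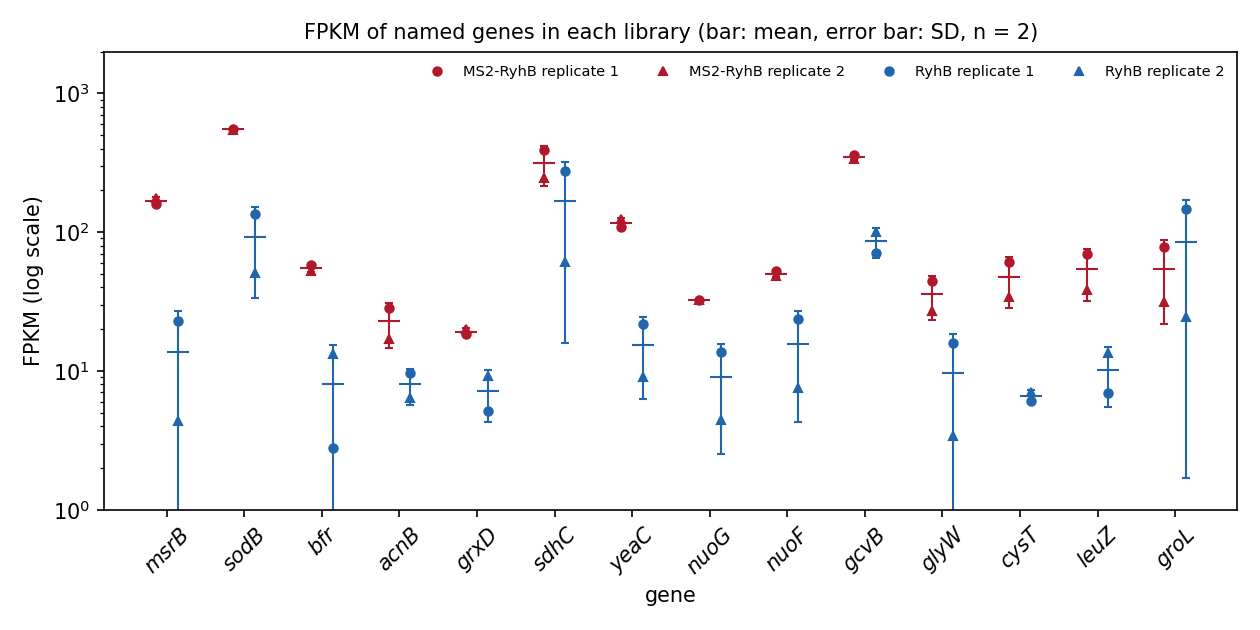
FPKM on a log scale (vertical axis) of 14 named genes (horizontal axis) in MS2-RyhB (red) and RyhB (blue) libraries. Circles are replicate 1, triangles replicate 2, horizontal bars the mean and error bars the SD (n = 2), clipped at the lower edge of the axis. The tagged replicates of msrB, sodB and bfr lie together, and the untagged ones apart.

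The lowest ratios lay in weakly read rows. The 6 genes with the lowest value of the larger ratio were ykgQ', essQ, icdC', ymjA, yobI and yeeH'. They were ranked among genes of 5 FPKM or more in both untagged libraries, and all are unproven without a replicate block. The row ykgQ' had ratios of 0.116 and 0.0614, from 1 tagged read in each repeat, and essQ had 0.180 and 0.115. The corresponding intergenic regions were ydbD_ynbA, aphA_yjbQ, rrfA_mobB, rpsU_dnaG, setC_yicL and selA_yibF, and all but rrfA_mobB had 2 or fewer tagged reads in each repeat. The chaperonin mRNA groL had 54.6 ± 32.8 FPKM with MS2-RyhB and 85.1 ± 85.9 FPKM with RyhB, with ratios of 0.534 and 1.29 (log2 change -0.27 ± 0.85, SE), and its sign turned with quantile normalization.

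Among the other lists, 5 were higher than other genes by camera with the preset correlation: ribosomal proteins (adjusted p = 7.35e-15), respiratory chain (7.29e-14), TCA cycle (6.26e-08), iron-sulfur cluster assembly (0.000260) and targets of other sRNAs (0.000678). None of these calls was kept with an estimated correlation, where the adjusted p was 0.355, 0.178, 0.376, 0.453 and 0.254. Single genes past the threshold numbered 0 in each of these lists, over all rows and adjusted over the list alone. TCA cycle shares members with the target list, such as acnB and sdhC, and so does iron-sulfur cluster assembly, such as grxD and iscS. Their calls are thus not independent of the targets, and they were not tested without the shared members. Without RyhB replicate 2, the library with the raised floor, ribosomal proteins turned lower (adjusted p = 0.00122), respiratory chain and iron-sulfur cluster assembly were not called (adjusted p = 0.116 for both), and TCA cycle and targets of other sRNAs turned direction with no call (adjusted p = 0.380 and 0.392). Without MS2-RyhB replicate 1, TCA cycle (adjusted p = 0.131) and iron-sulfur cluster assembly (0.805) were not called.

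Respiratory chain genes had a median ratio of 1.00 in repeat 1 and 1.99 in repeat 2, and 3 of 26 (nuoG, nuoF and cydA) had a ratio of 2 or more in both repeats. For ribosomal proteins the medians were 0.954 and 1.85, and 20 of 54 were above 1 in both repeats, while rpsU (0.202 and 0.0920) and rpsQ (0.376 and 0.368) were below 1 in both. TCA cycle genes had medians of 1.14 and 1.24, with acnB and sdhC as the members with the smallest p. Among matched lists, respiratory chain lay at percentiles 84.1 and 100, ribosomal proteins at 85.3 and 99.99, and TCA cycle at 99.1 and 73.1. Iron-sulfur cluster assembly had medians of 1.44 and 0.767, at percentiles 99.96 and 99.1 of matched lists, with grxD above 2 in both repeats and cyaY (0.539 and 0.388) below 1 in both. Targets of other sRNAs had medians of 0.887 and 0.736, at percentiles 37.0 and 29.0 of matched lists, on the other side from the camera call. Its member ompW, an outer membrane protein, had ratios of 1.91 and 6.31, and hdeD had 0.257 and 0.433. Its call was also lost with quantile normalization (adjusted p = 0.141) and with a stricter filter (0.187). The median and the camera direction differ in sign for this list, since camera sets it against other genes, and the median log2 change of the genes tested was -0.43. That does not account for the percentiles, since the matched lists were also made of other genes. Camera did not match on FPKM, and ratios in repeat 2 depended on abundance. Whether this made the difference was not tested.

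Heat shock genes were not called as a set (adjusted p = 0.456), but 13 of 16 had a ratio below 1 in both repeats and 0 above 1 in both, where the median over all rows was also below 1 in both. The list's medians of 0.565 and 0.797 lay at percentiles 0 and 50.5 of matched lists. The cochaperonin groS had ratios of 0.492 and 0.460, and the protease subunit hslV 0.370 and 0.496. Without RyhB replicate 2 or without MS2-RyhB replicate 1 the list was lower (adjusted p = 1.41e-16 and 3.92e-05), and without RyhB replicate 1 it was higher (adjusted p = 4.13e-05). Iron uptake genes repressed by Fur (30 measured, adjusted p = 0.624) had medians of 1.17 and 0.414, with feoA (2.72 and 1.55) above and entH (0.647 and 0.102) below 1 in both repeats. The maltose system (11 measured, 0.994), whose maltose-binding protein is part of the purification, had medians of 0.867 and 0.671, and malS (0.598 and 0.271) and malM (0.652 and 0.514) were its members with the smallest p. Motility and chemotaxis (27 measured, 0.800) had medians of 0.809 and 0.589, with tap (0.405 and 0.175) and motA (0.231 and 0.240) below 1 in both.

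Transfer RNAs had low ratios beside lists of matched FPKM, and neither they nor ribosomal RNAs were called as a set. Transfer RNAs (82 measured, adjusted p = 0.959) had median ratios of 0.809 and 0.559, below nearly all matched lists (percentiles 0.065 and 0.080), and glyW, cysT and leuZ were the only members above 2 in both repeats. Ribosomal RNAs (22 measured, adjusted p = 0.213) had medians of 0.859 and 0.928, and the 5S genes rrfA (0.653 and 0.326) and rrfE (0.926 and 0.294) had the smallest p among them. Reads of rRNA genes with near-identical copies were counted at several copies, so these rows are uncertain. The housekeeping RNAs ssrA, rnpB, ssrS and ffs, too few for a set test, had a median ratio of 1.19 and 0.636. Other small RNAs (46 measured, adjusted p = 0.456) had medians of 0.982 and 0.460, with gcvB as the only member above 2 in both repeats, and chiX at 0.162 and 0.460 from 1 and 3 tagged reads. The calls of these lists moved with the setting. Ribosomal RNAs were lower with quantile normalization (adjusted p = 4.99e-05) and without RyhB replicate 2 (0.000108). Transfer RNAs were lower without RyhB replicate 2 (0.000107) and higher without RyhB replicate 1 (0.00452) and by camera on limma voom values (3.82e-06), and other small RNAs were higher on those values (0.000926).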

Values the study reported

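The study reported a fold change above 4 for sodB, the 3′ external transcribed spacer of leuZ, msrB and grxD after co-purification with MS2-RyhB in cells lacking Hfq. The number of repeats behind these values is given as 2 in its methods and as 3 elsewhere.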

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

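Of 60 named genes and regions with a test, 57 kept the sign of their log2 change under every alternative run. Many were chosen from these data for a large change in both repeats or a small p, so their signs were unlikely to turn. Those that turned, groL, hfq and lacZ, were named for other reasons. The set test of established RyhB targets kept its direction and call in 18 of 20 alternatives. All 18 used camera with the preset correlation of 0.01, and the 2 that dropped it lost the call. Limma voom on recovered reads, the filter of 10 reads, the subtracted floor, the table without 1-base rows and the replicate block with quantile normalization were chosen after seeing the data. The cause of the changes below was not tested unless stated. A median gene held 12 to 38 reads per library. In simulated tables limma recovered 21 of 100 rows changed 4-fold with counting noise alone. It recovered 0 with an added spread that already held counting noise. These tables therefore cannot tell whether depth or the spread between libraries limits the calls more. On recovered reads only limma voom and the exact Poisson test were run. The planned count models and scalings were meant for count tables and were not run on them. Set tests were not run on the exact Poisson test. A library left alone in its group was assumed to vary like the other group.

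The labels share only replicate numbers, but the authors deposited same-numbered libraries side by side with their ratio. Deviations of same-numbered libraries correlated with r = 0.40 over rows. With the replicate block, limma called 8 rows higher (bfr, bfr_bfd, leuZ_cysT, mepH_sodB, msrB, nuoG_nuoF, yeaC and yeaC_msrB) and 1 lower (ykgQ'), all 9 of them named in the report. With the replicate block and quantile normalization it called 25 higher and 9 lower, 18 of them named. Limma voom called 2 higher, both named, the filter of 10 reads 7, all named, and the exact Poisson test 394 higher and 2680 lower, with 55 named. Each other alternative called 0 higher and 0 lower, leaving out each library included.

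Over the list alone, 3 established targets passed, against 1 with quantile normalization, 0 with the stricter filter, 0 with the floor subtracted, 6 with the replicate block and quantile normalization, 17 higher and 6 lower with the exact Poisson test, and 0 to 3 leaving out 1 library. As a set they were not called with an estimated correlation (adjusted p = 0.154) or by fry (0.628). Of the other lists 5 were called, against 0 with an estimated correlation and 0 by fry.

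Fry tests a list against no change and camera against other genes, and the median log2 change of the genes tested was -0.43, so a different sign under fry is no turn of the same result. That sign differed for Fur-repressed iron uptake (fry, adjusted p = 0.767), motility and chemotaxis (0.767) and targets of other sRNAs (0.955). Lists that turned direction by camera without a call were motility and chemotaxis (voom, 0.919), transfer RNAs (replicate block, 0.878) and the maltose system (quantile normalization, 0.703; no filter, 0.984; pseudocount 5, 0.919; replicate block, 0.878; block and quantile normalization, 0.612). Called higher after turning were other small RNAs (voom, 0.000926; 10 reads, 0.000373) and transfer RNAs (voom, 3.82e-06; 10 reads, 1.46e-05). Leaving out 1 library, the adjusted p ranged from 0.309 to 0.903 for Fur-repressed iron uptake, 1.41e-16 to 0.101 for heat shock, 0.380 to 0.903 for the maltose system, 0.489 to 0.813 for motility and chemotaxis, and 0.0743 to 0.813 for other small RNAs. It ranged from 2.13e-34 to 0.00122 for ribosomal proteins, 0.000108 to 0.747 for ribosomal RNAs, 4.83e-07 to 0.392 for targets of other sRNAs, 1.52e-13 to 0.380 for TCA cycle and 0.000107 to 0.747 for transfer RNAs, with direction turned in at least 1 case for each of these lists. The log2 change of groL was 0.0692 with quantile normalization, with or without the replicate block, and -1.54 to 1.00 leaving out 1 library. That of hfq was -0.0887 to 0.70, and that of lacZ -3.45 to 4.81.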

Other observations

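Some further rows among the 42 with a ratio of 2 or more in both repeats were chosen after their values were seen, and none passed the test. The gap dxs_ispA had ratios of 4.76 and 2.96, the adjoining ispA, which codes for farnesyl diphosphate synthase, 2.88 and 2.14, and prs_ispE 2.47 and 3.29, beside prs, the phosphoribosyl diphosphate synthase gene, with 2.08 and 2.51. The gap feoA_feoB within the ferrous iron transport genes had 2.27 and 2.56, and raiA, a ribosome-associated factor, 2.33 and 2.04.

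The ratio of mean tagged to mean untagged FPKM was 12.3 for msrB and 5.95 for sodB, on the same side as the values quoted from the study above. It was 2.67 for grxD. That is lower than the value quoted from the study above, which may rest on other libraries. The transcribed spacer of leuZ has no row of its own, and the whole intergenic row yecA_leuZ, which is not the same region, gave 2.66.

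Among rows listed in a single table, 448 had recovered reads, and 0 had an adjusted exact one-sided p under 0.05 for more tagged than untagged reads (smallest 0.936).

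Of the tests that follow, those of depth, of random placement, of sodB and msrB and of the lac and ara rows were chosen after the results were seen. RyhB replicate 2 had a raised floor, with a median of 4.32 FPKM over the 2522 regions with the lowest means, against 1.17, 1.86 and 1.31 in the other libraries. A deeper library is argued against by its mapped reads, 0.991 times the mean of the others, and reads placed at random along the reference by the lac and ara rows, which held 4 reads where the floor would give 232, a ratio of 0.0172. Genomic DNA carried over stays open as a candidate explanation: over weakly read regions FPKM fell with distance from the replication origin in this library (Spearman's rho across regions -0.219, bootstrap interval -0.273 to -0.151), against -0.0432, -0.0405 and -0.0664 in the others, although the methods include a DNase step. No biological explanation was tested.

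The bait ryhB had 1 and 2 reads in repeat 2 and no row in repeat 1. Tagged libraries without tagged RNA are argued against by sodB and msrB, whose lowest ratio over both repeats was 4.13. A loss of short RNAs may account for it, although genes of tRNA and small RNA under 120 nt had a median FPKM at least 1.14 times that of longer non-coding genes, past the bound set beforehand against a loss in all 4 libraries. That bound took no account of depth: the short genes held medians of 5, 6, 4 and 11 reads, and by a minimum of 10 reads in both classes, set after the result was seen, 1 library remained where the bound asked for 2, so the loss stays open. No biological explanation was tested.

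In repeat 2, lacZ, lacI and araA had 118 to 355 FPKM from 1 to 3 reads. A region length of 1 base in the values of that repeat is a candidate explanation: each value lay within 4.4e-06 of a whole number of reads over 1 base. Within 0.002 of one lay 35 rows of repeat 2, at most 1.17e-05 away and each with 1 untagged read, and 0 rows of repeat 1. Transcripts of the lac operon are argued against by lacY, with at most 1 read in a library of repeat 2. Why the length would be 1 base was not tested, nor was a biological explanation.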
